A study of Homo sapiens with 28 samples. Its data were reported in "Regulatory sharing between estrogen receptor α bound enhancers" (2020).

How the data were processed

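The data were 28 chromatin immunoprecipitation sequencing (ChIP-seq) libraries. Ishikawa is a human endometrial cancer cell line and T47D a human breast cancer cell line. The Ishikawa libraries came from clones in which Cas9 had deleted 1 of 4 binding sites of the estrogen receptor (ER), 2 near the gene CISH and 2 near the gene MMP17. ER was profiled in 8 clones after 1 h with 10 nM estradiol (E2). Acetylation of lysine 27 of histone H3 (H3K27ac), a mark of active enhancers and promoters, was profiled in 8 clones after 8 h with E2 and in 8 clones after 8 h with the vehicle DMSO. T47D contributed 1 H3K27ac library from full media and 1 from hormone stripped media. The remaining 2 libraries were inputs and were not used here. Groups and clone names were taken from the sample labels.

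Before depositing the lists, the authors aligned short single-end reads to hg19 with bowtie, kept reads with a single placement, and called peaks in each library separately with MACS2. The study's methods name input from the parental Ishikawa line as control. The labels also list an input of T47D, and which of them served for the T47D lists was not settled here. Replicates were not pooled. The 26 deposited lists give each peak a start, an end, a summit and a fold enrichment, which is the ratio of the pileup at the summit to the local background in the authors' MACS2 run. They also give the −log10 p-value and the −log10 q-value that the authors obtained for each peak. Fold and −log10 p-value are the authors' own values and were used only to rank or filter peaks within a list and to describe peaks. The study's methods name a single p-value threshold for all lists and broad calling for H3K27ac. The lists themselves are narrow peaks with summits, and their lowest values differ. ER lists C1-5 and C2-14 start at a −log10 p-value of 10.2 and 10.1, and both T47D lists at 10.1. The other 6 ER lists start between 3.67 and 4.03, where the −log10 q-value is between 1.32 and 1.47, and all 16 Ishikawa H3K27ac lists start between 3.17 and 3.42. A weak peak could therefore be listed in some clones and filtered from others without any difference in signal. Read counts and sequencing depth are unknown from the lists, so no counting error could be attached to a peak. The number of peaks per list is the only guide to how much each library yielded.

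Coordinates were kept on hg19 and are 1-based. The reference was GRCh37, the same build, with the GENCODE release 44 annotation mapped to it, and 0 listed peaks ended past the end of a chromosome. The 4 deleted intervals are those given with the series, which are somewhat shorter than the deletions given in the study's text. For ER, a clone's value at a site was the within-list percentile of the fold of its strongest peak overlapping the deleted interval by at least 1 bp, with 0 where no peak was listed. For H3K27ac, the value was the number of base pairs under peaks in a 2 kb window centred on the interval or on the transcription start site (TSS). A window of this length cannot exceed its own size, so broad domains share the highest value. Following the study's rule, the controls for a deletion were the 4 clones deleted at the other gene. Clones with no deletion were not analysed here.

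Peaks overlapping by at least 1 bp were merged over clones into regions, and an ER site was a region listed in at least 2 of the 8 ER lists. Joint tests over sites were exact permutation tests, two-sided, over all 2520 ways to give the 4 deletion labels to 8 clones, with Benjamini-Hochberg (BH) adjustment over 9 results. Single sites were compared by exact permutation of 2 against 4 clones, adjusted over 32 comparisons, in which the smallest possible p is 0.0667. H3K27ac regions were compared between 8 E2 and 8 DMSO lists by Fisher's exact test per region on the number of lists holding a peak, with BH adjustment over 60725 regions. ER regions missing from both clones of a deletion were counted beside the same count for every other pair of clones. Clustering was set against 1000 random placements and 1000 random draws of H3K27ac regions without an ER site. The estrogen response element (ERE), the inverted repeat bound by an ER dimer, was searched as GGTCANNNTGACC with at most 1 mismatch within 100 bp of the summit. GC content was taken in 500 bp windows around summits. Regions and sites within a genome are not independent replicates, so tests over them describe these lists.

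Clones with the same name in the E2 and the DMSO H3K27ac data were taken as one cell line, which pairs 6 clones. The correlation of their deviations from the group means over regions was 0.0263 to 0.261 (median 0.124), against −0.235 to 0.225 (median −0.0566) for differently named clones. The labels M1-9-1 and M1-91 may name a seventh shared clone, which was kept apart except where 7 clones are stated. The correlation for this pair was −0.0113. Peak names inside the DMSO lists of M1-66 and M1-91 read M3-66 and M3-91, so the identity of these libraries, and with it the pairing of M1-66, rests on the sample labels. E2 and DMSO lists differ in how their peaks are named, so treatment and peak calling run coincide.

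The sites to be named were fixed by rule: the 4 deleted sites and both promoters, the 3 ER regions with the highest median percentile among those listed in all 8 clones, the 3 gained and the 3 lost H3K27ac regions with the lowest p and then the highest median fold, and every ER region lost with a deletion where there were 5 or fewer. This rule, the tests, the main settings and the first set of alternatives were chosen before the data were examined. Those alternatives were a −log10 p-value of at least 20, lists of equal length, other overlap and window sizes, other ranking values, all 6 other clones as controls, a block by clone and the removal of each clone in turn. A common threshold for the ER lists, GC classes, unadjusted p-values, stratified overlaps, a wider promoter window and relabelling restricted to intact clones were added after seeing the data. The planned set for the ER overlap of gained regions, those past an adjusted p, was empty, and the planned all-or-none set was used in its place.

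Statistics were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. Each statistic across regions was tested on simulated data. For the comparison of E2 with DMSO, 200 of 60725 simulated regions were set to all-or-none and 200 were recovered at an adjusted p under 0.05. When the 200 regions were listed in 95 against 5 percent of samples, 0 were recovered after adjustment and 200 at an unadjusted p under 0.05, beside 300 false calls. The adjusted value of the smallest possible p depends on how many regions reach it, so the recovery of all-or-none regions was set by the number planted. The real lists held fewer, 62 with E2 only and 40 with DMSO only, and these reached an adjusted value of 0.0925. The simulation therefore does not show that the real regions could pass.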

Results

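ER binding was recorded as peak lists in 8 Ishikawa clones, 2 for each of the deletions CISH-1, CISH-2, MMP17-1 and MMP17-2. H3K27ac was recorded in 2 clones per deletion after DMSO and after E2. The CISH-1 deletion was represented by C1-5 and C1-8 with DMSO and by C1-5 and C1-12 with E2 and for ER, and the MMP17-1 deletion by M1-66 and M1-91 with DMSO and by M1-66 and M1-9-1 with E2 and for ER. ER lists held 17190 ± 5322 peaks (mean ± SD, n = 8), from 10076 in C1-5 to 24856 in C2-3. H3K27ac lists held 34430 ± 3490 peaks with DMSO (n = 8) and 33438 ± 2986 with E2 (n = 8). The 2 T47D lists held 26802 peaks in hormone stripped media and 30057 in full media, with no replicate. Peaks were called per library, the sequencing depth is unknown, and an absent peak means only that none passed the threshold of that list. The median GC content under peaks ranged from 42.2% in M1-9-1 to 55.8% in C2-14 among the ER lists, and was 50.1% ± 2.70 (SD, n = 8) in the DMSO and 55.3% ± 5.38 (SD, n = 8) in the E2 lists of H3K27ac.

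The deletions removed short intervals within both pairs of enhancers, on hg19. CISH-1 spanned 221 bp on chromosome 3 from 50642561 to 50642781, in intergenic sequence 6534 bp from the TSS of CISH at 50649205. It contained the ERE GGTCATGGTGACC at 50642697 to 50642709, with 0 mismatches to the consensus. CISH-2 spanned 146 bp from 50638578 to 50638723, overlapped an exon of the gene ENSG00000280382 and lay 10555 bp from the same TSS. Its closest match to the ERE was GATCACGTTGAGC, with 2 mismatches. The nearest TSS of a protein-coding gene to either site was that of MAPKAPK3, at 6280 bp from CISH-1 and 10301 bp from CISH-2. MMP17-1 spanned 115 bp on chromosome 12 from 132284767 to 132284881, in intergenic sequence 28114 bp upstream of the TSS of MMP17 at 132312938. It contained GGTCACAGTGACA at 132284819 to 132284831, with 1 mismatch. MMP17-2 spanned 104 bp from 132288584 to 132288687, also intergenic and 24303 bp from that TSS, and its closest match, GCCCTGTGTGTCC, had 4 mismatches. The study calls CISH-1 and MMP17-1 the sites with a full ERE. The midpoints lay 4021 bp apart at CISH and 3811 bp apart at MMP17. The study's text gives somewhat longer deletions than these intervals, and the ends of an interval decide whether a residual peak counts as lying over it.

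**Figure D1:**
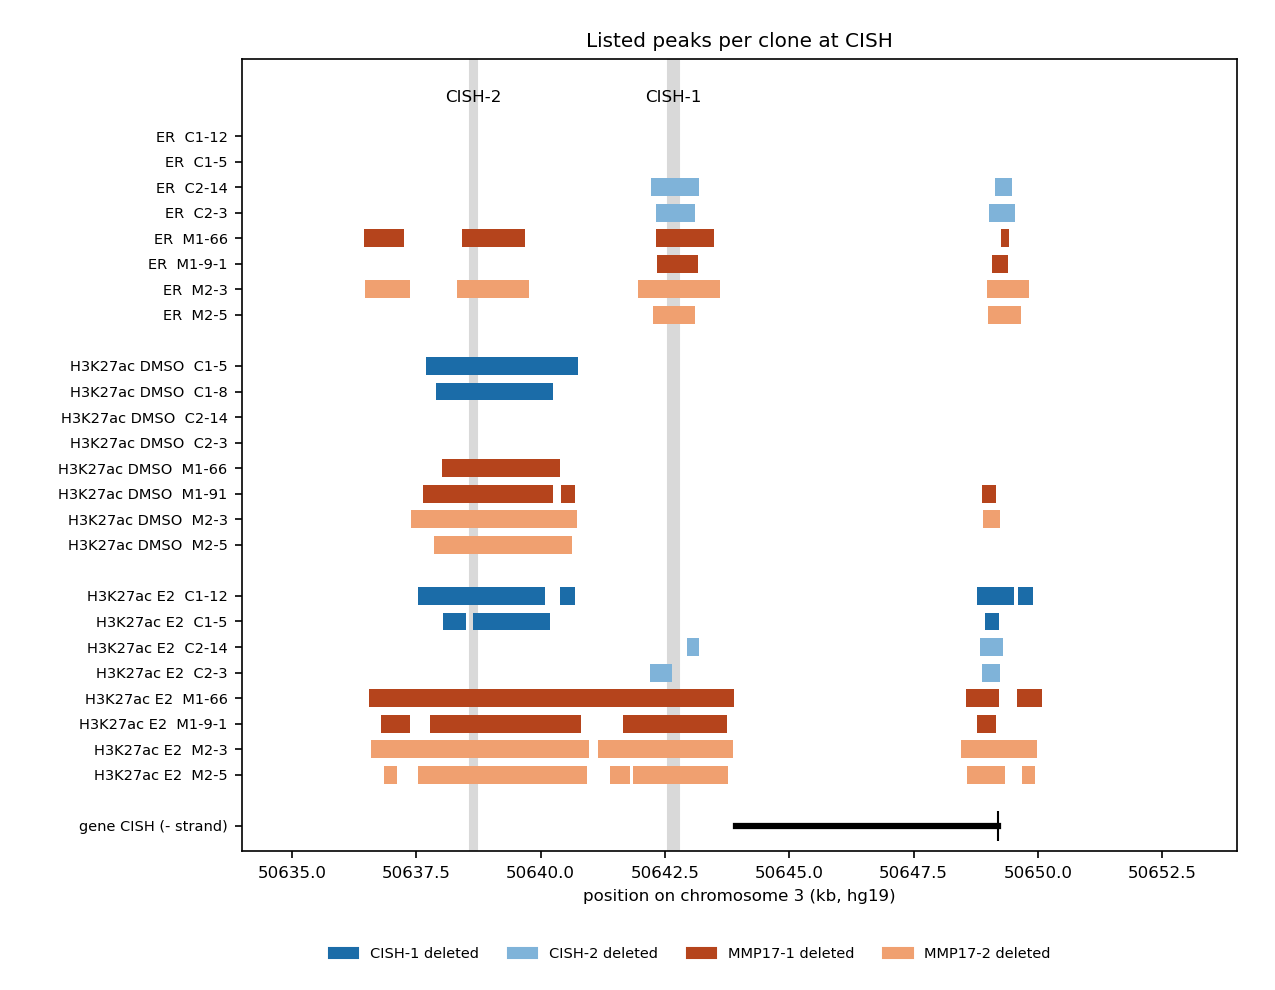
Listed peaks of each clone around CISH, with position on chromosome 3 in kb on the horizontal axis and a line per clone and assay on the vertical axis. Bars are peaks coloured by the deletion of the clone and grey bands are the deleted intervals, with no ER peak at CISH-1 in the 2 clones lacking it and an ER peak there in the other 6 clones.

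To check the deletions, ER was first compared at each deleted site with the 4 clones deleted at the other gene. Over the 4 sites, the percentile of the ER peak within its list was lower by a mean difference of −67.8 points (replicate SD 26.4) in the deleted clones. The two-sided exact permutation p was 0.000397, the smallest that the 2520 relabellings can give, and the adjusted value over the 9 joint results was 0.00179. Leaving out M2-3 moved the difference the most, to −52.9 points, and leaving out M2-5 gave −82.0. Scoring only the presence of a peak gave −62.5 points, with an exact p of 0.00476. At CISH-1, no peak was listed in either deleted clone, against a percentile of 98.1 ± 1.09 (SD, n = 4) in the controls. At MMP17-1, no peak overlapped the interval in M1-66 and the peak in M1-9-1 reached percentile 32.9, against 92.8 ± 4.68 (SD, n = 4). The summit of that residual peak lay at 132284565, outside the deleted interval. Control summits lay outside it too in C1-12 (132284610), C2-14 (132284574) and C2-3 (132284596), and inside it in C1-5 (132284834). The place of the summit thus does not set the residual peak apart from intact sites. M1-66 had a peak from 132284357 to 132284657, which ended 110 bp before the interval and had its summit at 132284581. At MMP17-2, M2-3 had no peak, while M2-5 had a peak at percentile 86.3 with its summit at 132288644 inside the deleted interval, against 98.7 ± 1.42 (SD, n = 4) in the controls. At CISH-2, neither deleted clone had a peak, but only 2 of the 4 controls had one, M1-66 at percentile 75.1 and M2-3 at percentile 89.1.

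The study asked whether an enhancer depends on its neighbour for ER binding. At the sites without a full ERE, ER after deletion of the full-ERE neighbour differed by −28.4 percentile points (replicate SD 29.3), with a two-sided exact p of 0.365 (adjusted 0.490), so the joint difference was not larger than relabelling of clones gave. When only the 6 clones whose scored site was intact were relabelled, the exact p was 0.0933. At MMP17-2, both clones lacking MMP17-1 kept a peak, at percentile 82.9 ± 2.63 (SD, n = 2) against 98.7 ± 1.42 (SD, n = 4), and the groups did not overlap. Their folds were 22.6 in M1-66 and 16.4 in M1-9-1, against 93.2, 63.9, 92.7 and 82.9 in controls C1-12, C1-5, C2-14 and C2-3. Near the top of a list, a small drop in percentile can thus hold a large drop in fold, though fold was computed in each list separately. At CISH-2, neither clone lacking CISH-1 had an ER peak, but 2 of 4 controls also lacked it, and the exact p was 0.467. In the other direction, ER at the full-ERE sites after deletion of the neighbour differed by 0.932 percentile points (replicate SD 3.11, exact p 0.983). CISH-1 stood at percentile 97.0 ± 2.07 (SD, n = 2) in CISH-2 deletions, and MMP17-1 at 95.7 ± 1.92 (SD, n = 2) in MMP17-2 deletions, against 98.1 ± 1.09 and 92.8 ± 4.68 in the controls (SD, n = 4 each). The small joint difference changed sign under other settings and without C2-14, where it was −0.843 points, and was −23.3 points when the summit had to lie within 250 bp of the midpoint. The value of −23.3 came from MMP17-1, at −45.6 points, while CISH-1 stayed at −1.08. Among the clones compared at MMP17-1, only the M2-5 summit fell past this cutoff, 197 bp from the interval beside 193 bp in C2-14.

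**Figure D2:**
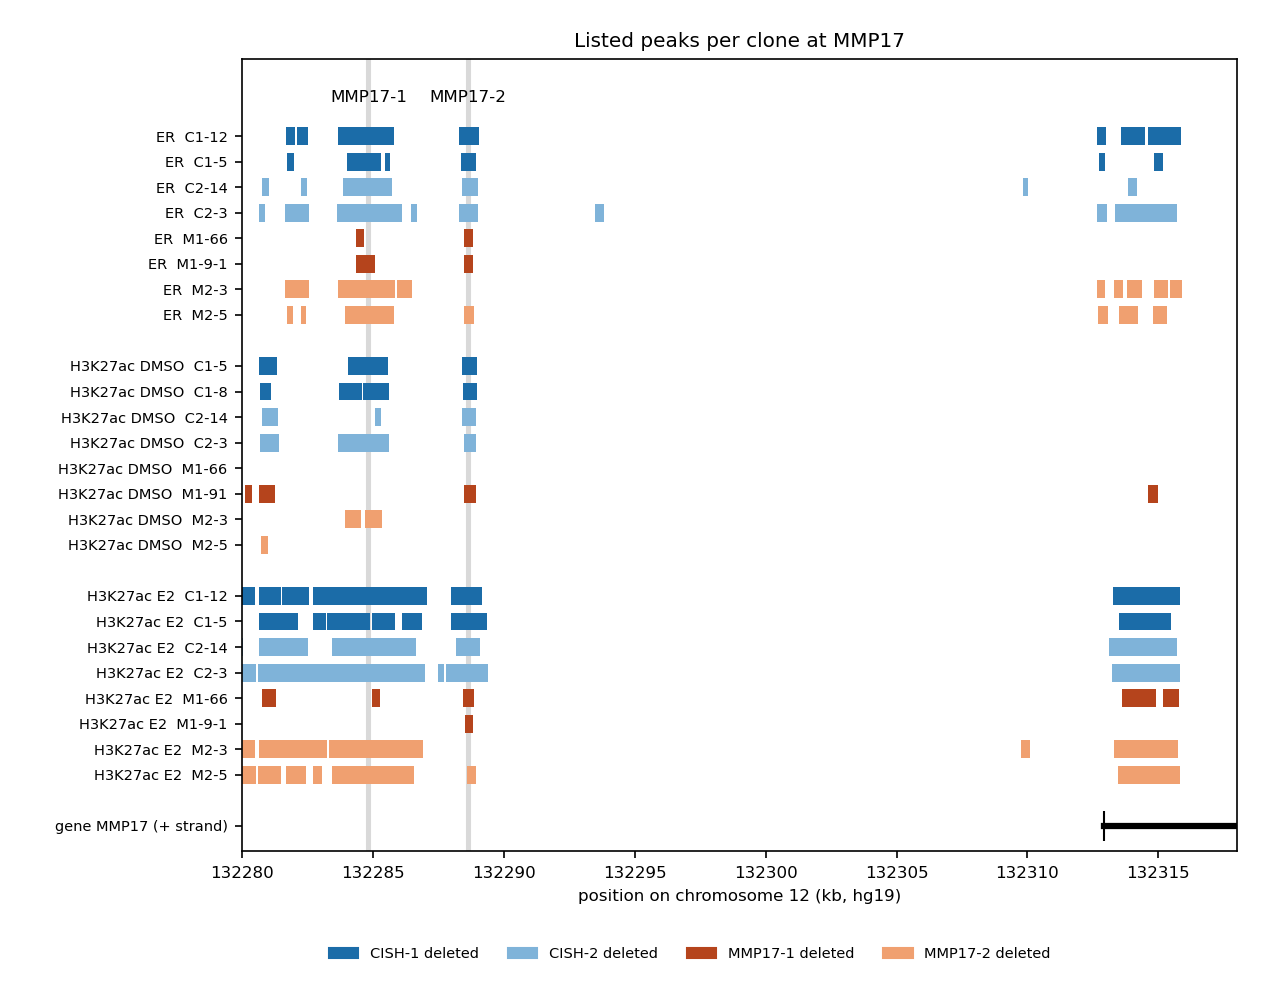
Listed peaks of each clone around MMP17, with position on chromosome 12 in kb on the horizontal axis and a line per clone and assay on the vertical axis. Bars are peaks coloured by the deletion of the clone and grey bands are the deleted intervals, with an ER peak at MMP17-2 in both MMP17-1 deletions and over the deleted MMP17-2 interval in M2-5.

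H3K27ac was measured as base pairs under peaks in the 2 kb window around each site. At the deleted site, the difference from the controls was −926 bp (replicate SD 321) with DMSO, with a two-sided exact p of 0.000794 (adjusted 0.00238). With E2 it was −1720 bp (replicate SD 165), with an exact p of 0.000397, again the smallest possible (adjusted 0.00179). In base pairs, the 1 kb window moved the value with DMSO the most, to −579.5 bp, and the 4 kb window the value with E2, to −2816 bp. With DMSO, no H3K27ac was listed around CISH-1 in any of the 8 clones, so this site added a difference of 0. With E2, the controls had 1984 ± 31.5 bp there (SD, n = 4).

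At CISH with E2, CISH-1 had 343 ± 148 bp under peaks (SD, n = 2) in CISH-2 deletions against 1984 ± 31.5 bp (SD, n = 4) in controls, and the groups did not overlap. CISH-2 in CISH-1 deletions had 1739 ± 369 bp (SD, n = 2) against 1967 ± 67.0 bp (SD, n = 4). Of these, 3 of the 4 controls and C1-12 were at the limit of 2000 bp, so this window cannot show a smaller difference. The 4 kb window gave −1300 bp, and the strongest H3K27ac peak there stood at percentile 54.2 in C1-12 and 88.6 in C1-5, against 94.0 to 98.5 in the controls. Without C1-5 the difference in the 2 kb window was 33.5 bp. With DMSO, CISH-2 had 1851.5 ± 152 bp (SD, n = 2) in CISH-1 deletions against 1859 ± 176 bp (SD, n = 4). At MMP17 with E2, MMP17-2 had 366 ± 81.3 bp (SD, n = 2) in MMP17-1 deletions against 1282 ± 318 bp (SD, n = 4), with no overlap of the groups, while MMP17-1 was fully covered in both MMP17-2 deletions, at 2000 bp against 1982 ± 37.0 bp. That window is at its limit as well, and the 4 kb window gave −57.8 bp. With DMSO, MMP17-2 had 0 bp in M1-66 and 447 bp in M1-91 against 520 ± 59.4 bp (SD, n = 4). MMP17-1 had 1270 bp in M2-3 and 0 bp in M2-5 against 1324 ± 717 bp (SD, n = 4), where the control C2-14 alone had 257 bp.

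Joint tests of the neighbour effects on H3K27ac did not pass relabelling of all 8 clones. At the sites without a full ERE, the difference was −152 bp with DMSO (exact p 0.827, adjusted 0.931) and −572 bp with E2 (exact p 0.326, adjusted 0.490). At the full-ERE sites it was −344 bp with DMSO (exact p 0.381, adjusted 0.490) and −811 bp with E2 (exact p 0.234, adjusted 0.490). With DMSO, the size of both values depended on single clones. At the full-ERE sites it was −26.8 bp without M2-5 and −662 bp without M2-3, and at the other sites −77.3 bp without M1-66 and −240 bp without M1-91. The value at the other sites also depended on the filter, at −30.25 bp with a −log10 p-value of at least 20. The relabelling of all 8 clones also moves clones in which the scored site itself was deleted. Restricted to the 6 intact clones at each gene, a choice made after seeing the data with a smallest possible p of 0.00444, the exact p with E2 was 0.0222 at the sites without a full ERE and 0.0667 at the full-ERE sites. Whether the effect with E2 differed between CISH and MMP17 was tested by the relabelling of all 8 clones, with exact p 0.385 and 0.0833.

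**Figure D3:**
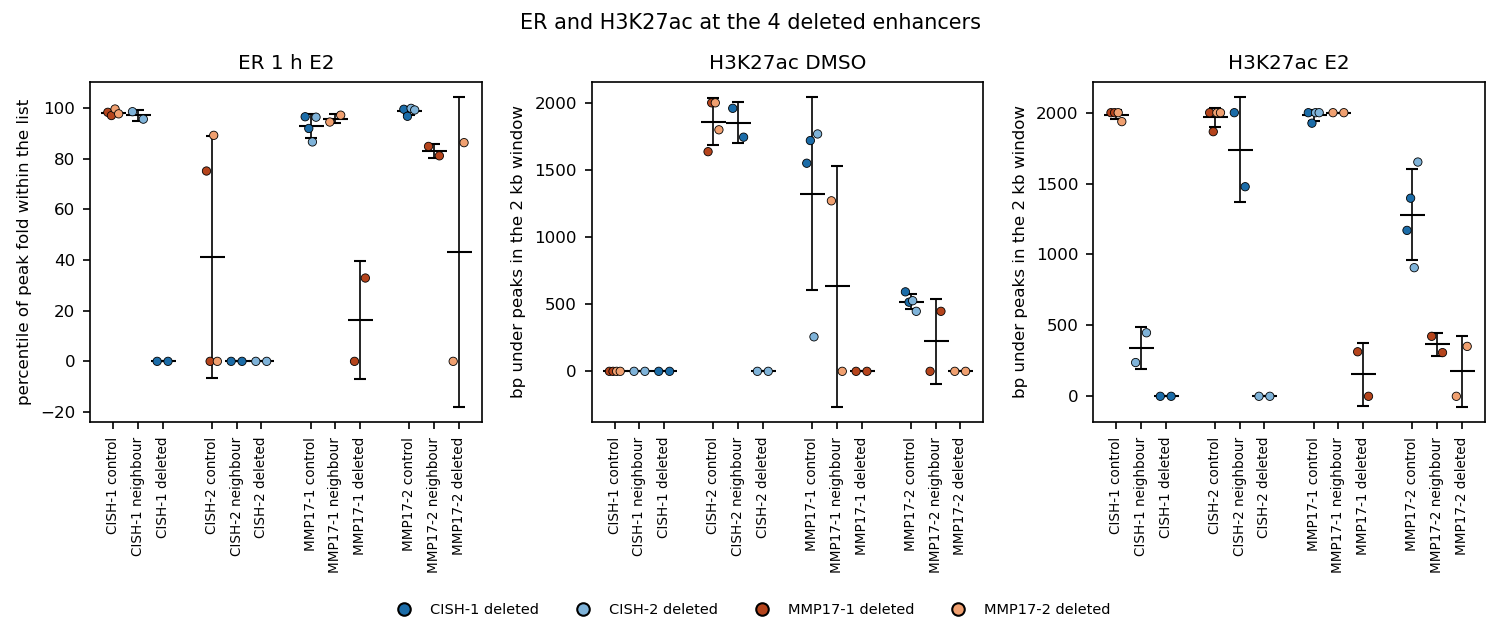
ER percentile within the list (left axis) and base pairs under H3K27ac peaks in the 2 kb window with DMSO and E2 (other axes) at the 4 sites, for control clones, clones deleted at the neighbouring site and clones deleted at the site. Points are clones, the horizontal marks are means and the bars are SD, which can extend past the possible range, and with E2 the CISH-1 window held 343 bp in CISH-2 deletions against 1984 bp in controls.

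Taken site by site, each comparison had 2 clones against 4, and no exact p can fall below 0.0667. The groups did not overlap in 13 of 24 site comparisons, where chance gives 13.3%, and these 13 had this smallest p. Most of the 13 were comparisons at the deleted site itself. At neighbouring sites, the groups were apart only for ER and H3K27ac with E2 at MMP17-2 in MMP17-1 deletions, and H3K27ac with E2 at CISH-1 in CISH-2 deletions. After adjustment over 32 comparisons, 0 reached 0.05 and the lowest adjusted value was 0.152. With this design, 0 can reach 0.05 even unadjusted.

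At the promoters, the 2 kb window around the TSS of MMP17 held 170 ± 240 bp under H3K27ac peaks with E2 in MMP17-1 deletions (SD, n = 2) against 661 ± 158 bp (SD, n = 4) in controls, with an exact p of 0.0667. The difference of −491 bp was −321 bp without M1-9-1, −661 bp without M1-66 and −1010 bp in the 4 kb window. In the 4 kb window M1-66 had 1302 bp and M1-9-1 had 0 bp, against 1442 to 1815 bp in the controls. MMP17-2 deletions had 535 ± 112 bp (SD, n = 2; exact p 0.40). Their difference of −126 bp ranged from −47 bp without M2-5 to −205 bp without M2-3 when each clone was left out. At CISH, the values with E2 were 668 ± 537 bp in CISH-1 and 411 ± 77.1 bp in CISH-2 deletions (SD, n = 2 each) against 1022 ± 476 bp (SD, n = 4), with exact p 0.40 and 0.267. The difference for CISH-1, −354 bp, rested on C1-5. It was 25.3 bp without that clone and −734 bp without C1-12. With DMSO, the MMP17 promoter window held 0 bp in each clone, and the CISH promoter window held peaks only in M1-91 and M2-3, with 289 and 345 bp. The groups did not overlap in 1 of 8 promoter comparisons, and leaving out single clones gave 1 to 2.

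To place the loss at the target sites, ER regions were compared over the genome. The 8 lists merged into 37697 regions, of which 4095 (10.9%) were listed in all 8 clones and 11675 (31.0%) in a single clone, leaving 26022 ER sites listed in at least 2. The regions with the highest median percentile were on chromosome 2 from 67391866 to 67393739, in an intron of LINC01828 and LINC01829, with a median fold of 185, on chromosome X from 153877455 to 153878819, intergenic and 3716 bp from the TSS of CTAG2, with a median fold of 152, and on chromosome 18 from 20450847 to 20452805, in an intron of RBBP8, with a median fold of 174. Regions listed in all 6 other clones and missing from both clones of a deletion numbered 53 for CISH-1, 17 for CISH-2, 29 for MMP17-1 and 1 for MMP17-2. Lists of equal length changed the count for CISH-1 to 9, and leaving out C1-12 changed it the most, to 652. The single region for MMP17-2 lay on chromosome 8 from 141830713 to 141831236, in an intron of PTK2, at a median percentile of 40.3. Pairs of clones with different deletions missed from 1 to 1216 regions, with a median of 18.5. The overlap of lists within a deletion was no higher than in other pairings. At equal list lengths, the mean share of regions in common was 46.4% for clones with the same deletion and 49.0% over all 105 pairings, of which 75 were as high (one-sided exact p 0.714).

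Among regions as strong as the target sites in the controls, joint absence was rare. For CISH-1, 0 of 1661 regions with a median control percentile within 10 points were missing from both CISH-1 deletions. For MMP17-1, 1 of 2037 was missing from both MMP17-1 deletions (0.0491%), and for MMP17-2, 0 of 1422 from both MMP17-2 deletions. Neither MMP17 site was itself missing from both of its deletions, since M1-9-1 and M2-5 kept a peak. The shares for MMP17-1 and MMP17-2 therefore do not bear on the loss at these sites. For CISH-2, which was listed in only 2 controls, 20 of 269 matched regions (7.43%) were missing from both CISH-1 deletions and 54 of 269 (20.1%) from both CISH-2 deletions.

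**Figure D4:**
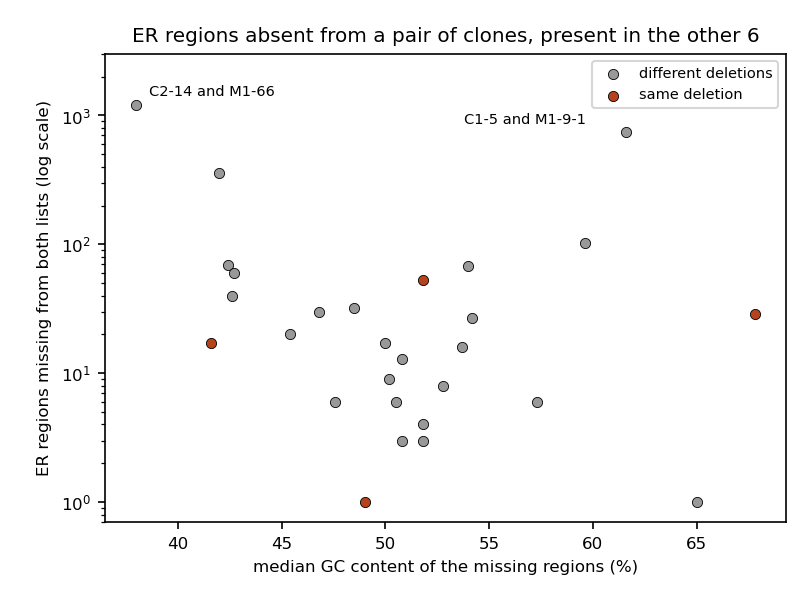
Each point is a pair of clones, with the median GC content in percent of the ER regions missing from both lists on the horizontal axis and their number, on a log scale, on the vertical axis. Pairs with the same deletion lie between 1 and 53 regions, and the pairs C2-14 with M1-66 and C1-5 with M1-9-1, which have different deletions, reach 1216 and 738 regions at a median GC of 38.0% and 61.6%.

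The effect of E2 on H3K27ac was examined over all 16 Ishikawa lists. The number of peaks differed by −991 between E2 and DMSO (n = 8 each, two-sided exact p 0.543, adjusted over 2 results 0.543), less than the spread within either group. With a block by clone the difference was 239 peaks (6 pairs, exact p 0.969). The lists merged into 60725 regions, of which 9106 (15%) were listed in all 16 samples. By Fisher's exact test with adjustment over all regions, 0 regions were gained and 0 lost with E2, since the smallest possible p of 0.000155 gave an adjusted value of 0.0925. At an unadjusted p under 0.05, 1759 regions were gained and 1897 lost. The all-or-none rule, fixed before the data were examined, found 62 regions listed in all 8 E2 and no DMSO samples and 40 in the opposite pattern. Comparing clones of the same name with and without E2 gave 226 and 88 regions listed with a single treatment in every one of the 6 paired clones. The gained regions with the highest median fold were all on chromosome 2, from 233236790 to 233244694 over an exon of ALPP with a median fold of 28.7, from 238465696 to 238469340, intergenic and 7699 bp from the TSS of PRLH, with 24, and from 233296352 to 233302346, intergenic and 21486 bp from the TSS of ALPI, with 23.3. The lost regions were on chromosome 8 from 94947631 to 94949107, intergenic and 78334 bp from the TSS of PDP1, with a median fold of 12.1, on chromosome 4 from 184753753 to 184754865 in an intron of STOX2, with 9.98, and on chromosome 5 from 10513208 to 10514205 in an intron of LINC02213, with 9.76. The median GC content was 53.5% in the 62 gained and 42.7% in the 40 lost regions, and E2 and DMSO lists differed in GC content in the same direction.

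ER overlap was compared between these sets and the remaining 32091 regions that could have differed. An ER site overlapped 60 of the 62 gained regions (96.8%) against 9453 of the remaining regions (29.5%), with a two-sided Fisher's exact p of 1.54e-29 over regions, which are not independent replicates. Of the 40 lost regions, 3 overlapped an ER site (7.50%, p 0.00140). The excess over the remaining regions was 67.3 percentage points, and the unadjusted set moved it the most, to 20.9 points, with 49.9% of 1759 regions.

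The share of ER sites carrying an H3K27ac peak was 45.8% ± 3.04 with E2 (SD, n = 8) and 44.4% ± 3.91 with DMSO (SD, n = 8), a difference of 1.45 percentage points (two-sided exact p 0.431, adjusted 0.543). With a block by clone it was 3.00 ± 1.89 points (SD of 6 pairs), higher in 6 of 6 clones, with an exact p of 0.0312, the smallest that 6 pairs allow. With M1-9-1 and M1-91 taken as a seventh pair, it was 1.73 points (7 pairs, exact p 0.266). At the 4095 ER sites listed in all 8 clones, the share was 68.8% ± 2.73 with E2 and 60.2% ± 4.51 with DMSO (SD, n = 8 each), with an exact p of 0.000311 (adjusted over 4 results 0.00124). Within 3 equal classes of GC content, the difference over all ER sites was −4.27 points in the lowest (exact p 0.360), −3.47 in the middle (exact p 0.212) and 12.2 in the highest class (exact p 0.0129). Within the same classes of the 4095 sites, it was 7.14, 5.06 and 13.7 points, with exact p 0.0729, 0.120 and 0.00171.

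**Figure D5:**
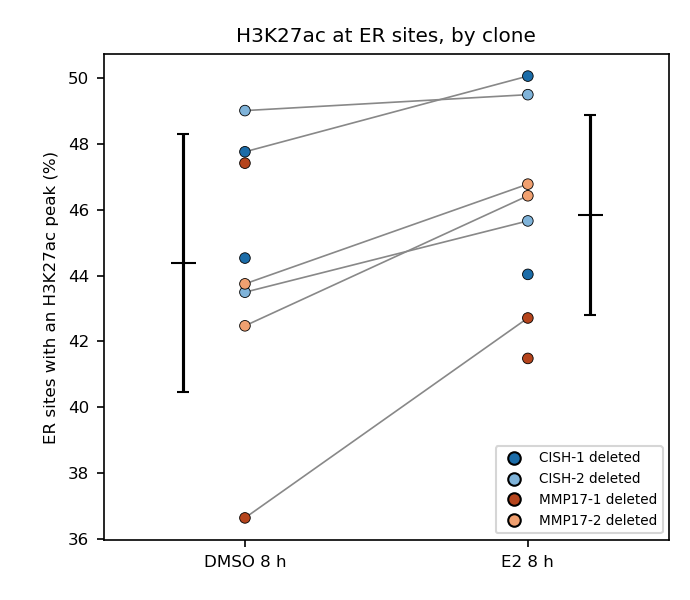
Percent of the 26022 ER sites overlapping an H3K27ac peak in each sample, for DMSO and E2 at 8 h, on an axis that does not start at 0. Points are clones coloured by deletion, grey lines join the 6 clones with the same name in both treatments, and the bars beside the points are mean ± SD, 44.4% ± 3.91 with DMSO and 45.8% ± 3.04 with E2.

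The study asked whether ER sites cluster. Of the 26022 ER sites, 53.3% had another within 10 kb. Over 1000 uniform placements of as many sites, the mean was 18.2% and the highest 19.3%. Over 1000 draws of as many H3K27ac regions without an ER site, the mean was 56.7% and the range 55.8% to 57.5%, so ER sites were 3.36 percentage points less clustered than these (a difference of −3.36). Sites listed in all 8 clones changed the direction of this comparison, with 29.8% having a neighbour against a mean of 13.8% for as many H3K27ac regions and 3.45% for uniform placement. The 26022 regions were drawn from a pool of 38228, and the pool for the sites listed in all 8 clones was 49930, so these controls are not one set. They also differ from the study's own controls, which were CTCF sites and DNase I hypersensitive sites. Merging sites within 10 kb gave 16849 clusters, of which 27.9% held more than 1 site. The share with a neighbour was 41.7% within 5 kb and 65.4% within 20 kb.

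T47D H3K27ac was compared with Ishikawa at the same sites, with 1 library per medium and so no test. Of 13788 Ishikawa H3K27ac regions listed in all 8 DMSO samples, T47D peaks overlapped 60.3% in hormone stripped media (exact 95% confidence interval 59.4 to 61.1) and 59.3% in full media (58.5 to 60.2), where the interval covers counting error only. With peaks of a −log10 p-value of at least 20, the share in full media was 50.8%. Of the 26022 ER sites, 21.6% and 19.6% carried a T47D peak. CISH-2 had 2000 bp under peaks in stripped and 1828 bp in full media, although in full media no peak overlapped the deleted interval itself. CISH-1 had 214 bp in stripped and 1932 bp in full media. No T47D peak was listed in the windows around MMP17-1 and MMP17-2.

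The ERE was compared between ER sites with and without prior acetylation. A match with at most 1 mismatch lay near the summit of 2537 of 26022 ER sites (9.75%). It was found in 15.1% of the 13938 sites with H3K27ac in fewer than 4 of the 8 DMSO samples and in 3.57% of the 12084 others. The odds ratio was 4.80 (two-sided Fisher's exact p 1.06e-234 over sites, which are not independent replicates). Requiring 0 mismatches moved it the most, to 12.1. Among the 4095 sites listed in all 8 clones it was 4.87.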

Values the study reported

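The study reported a 90% drop of ER signal at CISH-2 when CISH-1 was deleted, and a 34% drop at CISH-1 when CISH-2 was deleted, which it did not find significant. At MMP17-2, it reported that removing MMP17-1 lowered ER signal by 79%. H3K27ac at the same site was lowered by 64% without E2 and by 78% with E2. With E2, H3K27ac at the MMP17 promoter was reported to be 85% lower after loss of MMP17-1. In a separate set of Ishikawa ER sites, 42% were reported to have a neighbour closer than 10 kb, and 22% of windows were reported to hold several sites. The study reported fewer such windows for as many randomly drawn CTCF sites or DNase I hypersensitive sites, and so an enrichment for clustering of ER sites.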

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

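The test of list length was chosen only after its result was seen, and the other tests here were set out in advance. Of 16 groups of 4 control clones, 14 had values that differed, and 4 of these had a clone whose distance to the nearest of the others, relative to the range of the group, exceeded Dixon's 95% critical value, where chance gives about 5% of groups. In 8 groups of 8 clones, for list length, GC content and the share of ER sites with H3K27ac, 0 did.

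With DMSO, control clone C2-14 had 257 bp under H3K27ac peaks around MMP17-1, where the other 3 control clones had between 1550 and 1768 bp. A shorter peak list was tested and argued against, since the C2-14 list held 38328 peaks, more than the lists of C1-5 (38051), C1-8 (34155) and C2-3 (32378). GC bias of the library was argued against too. C2-14 missed 2.54% of the regions of like GC content that were listed in the other 3 controls, which lies between the 1.11% of C1-5 and the 10.4% of C1-8. The other CISH-2 deletion, C2-3, had 1768 bp, so the deletion carried by C2-14 is unlikely to account for the low value. What remains open is a difference of this clone at MMP17-1 or a weak enrichment spread below the threshold, and neither was tested. The strongest peak in the window had fold 2.73 in C2-14, 4.10 in C2-3, 5.16 in C1-8 and 8.80 in C1-5. Their percentiles were 2.59, 21.5, 39.5 and 72.1 in the same order. The site was thus low in the lists of both C2-14 and C2-3, and the regions compared for GC content were not matched for strength.

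With E2, a single control clone fell short of the full window at each of 3 sites. M2-5 had 1937 bp at CISH-1, M1-9-1 had 1866 bp at CISH-2 and C1-5 had 1926 bp at MMP17-1, where the other controls had 2000 bp each. A candidate explanation is that the window's length caps the other clones, which leaves no range among them. In the 4 kb window, 0 of these 3 sites remained past the critical value, which is in line with this explanation. No biological explanation was tested for these 3 values.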

How the results depend on the processing

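The common threshold, the GC classes, the unadjusted counts, the overlaps stratified by width, GC content or strength, the 4 kb window at promoters and the relabelling of intact clones were chosen after seeing the data. The other alternatives were planned. Where no reason is given, the cause was not tested.

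The joint differences at the deleted sites kept their direction under every alternative run, each clone left out included, and stayed past the threshold under every alternative that gave a test. ER at the full-ERE sites after deletion of the neighbour, at 0.932 points with the main settings, reversed to −0.354 with a −log10 p-value of at least 20, −0.857 with equal list lengths, −0.176 when ranked by −log10 p-value, −23.3 with the summit within 250 bp of the midpoint and −0.843 without C2-14. The value of −23.3 rests on M2-5, whose peak at MMP17-1 alone fell past that cutoff among the clones compared. With DMSO and each clone left out in turn, H3K27ac after deletion of the neighbour ranged from −26.8 (without M2-5) to −662 bp (without M2-3) at the full-ERE sites. At the others it ranged from −77.3 (without M1-66) to −240 bp (without M1-91). With a −log10 p-value of at least 20, the value at the others was −30.25 bp. H3K27ac with E2 at the sites without a full ERE kept its difference of −572 bp and passed the threshold (exact p 0.0222) when only intact clones were relabelled, because that relabelling leaves out clones deleted at the scored site. The exact p of this result ranged from 0.158 to 0.327 under the other alternatives.

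The 13 site comparisons with groups apart became 9 with a −log10 p-value of at least 20, 12 with equal list lengths and 13 to 15 when each clone was left out in turn. The promoter count was 1 to 2 when each clone was left out. For single sites in Ishikawa, 37 of 136 values under other settings moved by more than the replicate spread and 99 did not, 16 of the 136 being added after seeing the data, and 16 of 192 values with a clone left out moved. In T47D, which has no replicates, 5 of 16 values changed.

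Counts of ER regions missing from both clones depended on most settings that changed the lists. For CISH-1 the count of 53 became 239 when 5 of the 6 other clones sufficed, 3 with a −log10 p-value of at least 20, 9 with equal lengths and 24 with a common threshold. For CISH-2 the count of 17 became 128 with 5 of 6 and 43 with equal lengths. For MMP17-1 the count of 29 became 501 with 5 of 6, 131 with the stricter p-value, 62 with equal lengths and 52 with a common threshold. For MMP17-2 the count of 1 became 20, 4, 2 and 5 under the same settings in turn. With a single clone per deletion, fewer lists had to lack the region and the counts were 116 to 652 for CISH-1, 31 to 1336 for CISH-2, 105 to 514 for MMP17-1 and 28 to 32 for MMP17-2. C1-5 and C2-14, whose lists are the shortest, gave 652 and 1336 on their own.

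The replicate block by clone, which pairs the 6 clones named alike in E2 and DMSO, changed the direction of the difference in peak number to 239. The number was higher with E2 in 2 of these 6 clones. With M1-9-1 and M1-91 taken as a seventh pair the difference was −511, so the reversal did not hold (exact p 0.719). The block of 6 clones raised the difference in the share of ER sites with H3K27ac to 3.00 points and past the threshold. That did not hold with the seventh pair either (1.73 points, exact p 0.266). Regions listed with a single treatment in every paired clone numbered 226 gained and 88 lost, since 6 clones have to differ in place of 8. With the block, the share differed by −3.34 points in the lowest, −2.47 in the middle and 14.9 in the highest GC class (exact p 0.0625). Without it, these classes gave −4.27, −3.47 and 12.2, the last past the threshold (exact p 0.0129), which 6 pairs did not pass. The block changed no other call.

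For E2 against DMSO, the 0 gained and 0 lost regions became 62 and 40 by the all-or-none rule, and 1759 and 1897 without adjustment. With a −log10 p-value of at least 20, the all-or-none rule gave 23 gained and 30 lost regions, so lost regions then outnumbered gained ones. The difference in peak number reversed to 1470 under the same filter. The share of ER sites with H3K27ac reversed to −0.525 points when peaks had to cover at least 50% of the site, and was 8.61 points at the sites listed in all 8 clones. Clustering of ER sites against H3K27ac regions reversed to 15.99 points at these sites, where the pool of H3K27ac regions differed as well. The overlap of T47D with Ishikawa regions fell to 58.4% in stripped and 50.8% in full media with a −log10 p-value of at least 20, since fewer T47D peaks remain. Without read depth, none of these filters could be set to an equal number of reads.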

Other observations

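The tests of GC content for the pairs of ER lists, of list length, of the summit in M2-5, of ER overlap within GC classes or joint classes as the whole cause, of GC content for the unadjusted regions and for the share of ER sites, and all tests of ER regions near the deleted sites were chosen only after the result was seen. The remaining tests were set out in advance.

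ER regions near the target genes were missing together with the deleted full-ERE sites. These regions lie outside the naming rule and were chosen after their values were seen, and the deleted sites themselves were left out of the counts. Within 50 kb of CISH-1, the only region listed in all 6 other clones was missing from C1-12 and C1-5, on chromosome 3 from 50648972 to 50649812, where it covers the TSS of CISH. With a single region, the two-sided Fisher's exact p of 0.0108 (adjusted over 4 deletions 0.0216) only restates the share of regions missing over the genome. Within 50 kb of MMP17-1, both of the 2 such regions were missing from both MMP17-1 deletions (two-sided Fisher's exact p 3.70e-05, adjusted over 4 deletions 0.000148), on chromosome 12 from 132281640 to 132282562 and from 132313320 to 132315927. A region over the TSS of MMP17, from 132312645 to 132313094, was listed in 5 of the 6 other clones, at a median percentile of 13.6, and in neither MMP17-1 deletion. It was not compared with regions of like strength, so chance absence stays open there. Within 50 kb of MMP17-2, the only such region was listed in at least 1 of its deletions, and around CISH-2 there were 0 such regions to lose. Over the genome, 1.08% of regions listed in the other 6 clones were missing from both CISH-1 deletions and 0.619% from both MMP17-1 deletions. For the 2 MMP17-1 regions listed in all 6 other clones, chance absence of weak peaks was argued against, since at most 2.50% of regions of like strength were missing from both clones. When GC content was also matched, at most 3.05% were missing, so absence was rare among such regions. This share cannot exclude GC bias for a given region. For the CISH promoter, chance absence stays open, as 15 of 151 regions of like strength (9.93%) were missing from both CISH-1 deletions. With GC content matched too, 0 of 14 were, which is too few to decide about GC bias. A candidate explanation at MMP17 is that ER at these 2 regions depends on MMP17-1, a hypothesis found and tested on the same data.

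The pairs of ER lists with the most regions missing in common did not share a deletion. C2-14 and M1-66 both lacked 1216 regions listed in the other 6 clones, and C1-5 and M1-9-1 both lacked 738. Pairs with the same deletion reached at most 53. List length and threshold were argued against as the whole cause, since with equal list lengths the smaller of both counts was still 406. GC bias between libraries remains open and is consistent with the sequence of the regions, whose median GC content differed by 23.6 percentage points between these sets, at 38.0% and 61.6%, on either side of the 52.8% of regions listed in all 8 clones. It may be the main reason that clones with the same deletion resembled each other no more than other clones. No biological explanation was tested.

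ER at CISH-2 was listed in M1-66 and M2-3 and not in M1-9-1 and M2-5, although these 4 clones have intact CISH enhancers. A shorter list was argued against, since M1-66 had the peak with 13327 peaks listed, fewer than either clone without it. GC bias was tested on regions of like strength. Of those with a GC content like that of CISH-2, 3.84% were missing from both M1-9-1 and M2-5, against 0.653% of the others. The higher share points toward GC bias. It stayed under the 5% set in advance, but such a share cannot say why a given peak is missing, so GC bias stays open. Clonal variation at CISH-2 stays open as well and was not tested. The effect of CISH-1 deletion on ER at CISH-2 could therefore not be separated from the variation between control clones in the peak lists.

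The all-or-none H3K27ac regions were weighed against GC content. The 62 gained and 40 lost regions differed by 10.8 percentage points in median GC content, in the direction of the libraries themselves, so GC bias may contribute. As the whole cause it was argued against. Within GC classes that hold both sets, gained regions overlapped ER sites more often by at least 92.3 percentage points, and compared within 10 classes of GC content, their excess over the remaining regions was 67.6 points. Within 10 classes of region width, an alternative chosen after seeing the data, the excess was 47.5 points. The gained regions were wider, at a median of 2352.5 bp against 826 bp in the remaining regions and 1626 bp in the lost regions, so part of the overlap may follow from width. Each count was as large in 1 of 100 splits of the 16 samples, the real split included, and the highest count in another split was 19. The E2 and DMSO lists differ in how their peaks are named and may come from different peak calling runs. A difference between such runs was argued against as the whole cause of the 62 gained regions, since a caller does not see ER, and within joint classes of width, GC content and strength their excess was still 43.5 points (95% bootstrap interval over the gained regions 38.1 to 48.8). A batch of libraries that coincides with the treatment stays open, as untested. A response of H3K27ac at ER sites to E2 is consistent with these values, as a hypothesis. For the adjusted counts of 0, 100 of 100 splits gave as many gained regions and 100 of 100 as many lost regions, so these counts carry no information about E2.

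The median GC content of the larger sets at an unadjusted p under 0.05 differed by 24 percentage points, 67.0% in the 1759 gained and 43.0% in the 1897 lost regions, which suggests that GC bias between libraries accounts for many of them. Their ER overlap still differed within GC classes, with 90.2% of gained against 19.98% of lost regions in the lowest class and 67.4% against 17.0% in the middle class (Fisher's exact p 2.01e-59 and 4.57e-68 over regions). In the highest class, 39.6% of 1215 gained regions overlapped an ER site, beside only 2 lost regions. GC bias may also contribute to the share of ER sites with H3K27ac. Its difference between the highest and the lowest GC class was larger with E2 than with DMSO by 16.5 percentage points (exact p 0.0435), as GC bias would give. Acetylation induced by E2 at GC-rich ER sites stays open, as untested.

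A peak lay over the deleted MMP17-2 interval in M2-5, for ER at fold 20.7 and for H3K27ac with E2 at fold 8.03. The summit of the ER peak was 0 bp from the interval, that is inside it. Fragments flanking the deletion and extended over it by the peak caller and an allele that kept the sequence cannot be told apart, since extension from both sides could also place a summit there and no reads were used here. Leaving out M2-5 changed the difference of ER at MMP17-2 in its own deletion from −55.6 to −98.7 percentile points, and leaving out M2-3 changed it to −12.5.

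ER lists M1-66 and M1-9-1 held 11 and 1 peaks on the mitochondrial chromosome, and the other 6 ER lists held 0.

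ER percentiles and base pairs under peaks are ranks and lengths rather than read signal, so they are not on the scale of the reductions quoted from the study above.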
